A study of Mus musculus with 3 samples. Its data were reported in "Nuclear microRNA 9 mediates G-quadruplex formation and 3D genome organization during TGF-β-induced transcription" (2024).

How the data were processed

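H3K4me3, a histone mark of active promoters, was profiled by ChIP-seq with the antibody ab8580 in MLg cells, a line of mouse lung fibroblasts. The 3 groups were Ctrl, TGFB1 and TGFB1+miR-9-LOF, with 1 library each. According to the labels, antagomiR probes were transfected at 60 nM, TGFB1 was added at 5 ng/ml from 20 h after transfection for 4 h, and cells were harvested at 24 h. The miR-9 antagomiR was named for the TGFB1+miR-9-LOF library, and the labels of the other libraries did not state for each one whether the negative control probe was present. Groups were taken from the treatment label.

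The submitters' processing notes named Trimmomatic, Bowtie2, Picard (1.119), deepTools (3.5.1), MACS3, bedtools and HOMER, and the genome build mm10. For H3K4me3 the study gives broad peaks called with MACS3 with a fragment extension of 1000 bp, both in its methods for CUT&Tag, another assay, and in its reporting summary, which lists these ChIP-seq libraries with others. Removal of duplicates and of regions of the mm10 blacklist is stated for CUT&Tag. An input control for these libraries was not given in the sources used here. Peaks were deposited as a list per library, in which HOMER assigned each peak to its nearest transcription start site (TSS). The deposited lists held the start and end of each peak, the distance to the nearest TSS, the gene of that TSS and a peak score. The score was the authors' own value for each peak and was used to describe, rank, bin or filter peaks within a list. Scores are not scaled between libraries, so the stricter threshold below, 1 limit for the 3 lists, need not be equally strict in each. The shortest peak in each list was 1000 bp, so a region could not become shorter than this without being lost from the list. The lists carried no read counts and the quality measures that the study shows in its supplement were not used here, so the sequencing depth of each library was unknown here, and a difference in depth or in ChIP enrichment could change both the number and the length of called peaks.

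From these lists, peak length was computed as end minus start plus 1 bp. Peaks were called broad at 2.7 kb or more, medium at 2 kb or more and narrow below 2 kb, as in the study. A peak within 2 kb of a TSS by the deposited distance was a promoter peak. The others were intergenic or gene body peaks by the deposited annotation. The 3 lists were merged into regions where peaks overlapped, and the covered length of a region was the number of its bp under the peaks of a library. A region was gained or lost in a contrast where only the first or only the second library had a peak. The covered length of a gene was summed over its promoter regions, so a second promoter peak adds to it. A peak was shared where at least 1 bp lay under a peak of the other library. Shares carry 95% Wilson intervals and medians carry 95% order-statistic intervals. These intervals cover counting error only, regions are not replicates, and no p-value was computed.

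Before the data were examined, 23 gene lists were fixed: the genes selected by the study and its negative control, TGFB1 response, extracellular matrix and myofibroblast, TGFB pathway, immediate early, fibroblast identity, epithelial, endothelial, immune and neural markers, housekeeping, ribosomal proteins, tumour suppressors, cell cycle, interferon response, H3K4 methylation, G-quadruplex helicases, chromatin looping, HOX clusters, miR-9 host loci, microRNA biogenesis, and stress and p53. The median log2 ratio of each list was placed among 10000 random lists matched on 10 bins of mean covered length. A list was said to stand apart below the percentile 2.5 or above 97.5, as a description of these libraries. Named were the genes chosen by the study, the 10 largest increases and 10 largest decreases in covered bp per contrast among genes covered in both libraries, the 5 gained and 5 lost promoter regions with the largest covered length, and up to 4 members of each list with the largest change. The text names fewer, from the largest, and some genes that this rule takes are not reported here. The deposited gene name is that of the nearest TSS, so a gene that shares a promoter can appear under the name of its neighbour. As an alternative chosen after seeing the data, genes were assigned by the TSSs of GENCODE M21 within 500 bp of a region.

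The steps were tested on simulated data for TGFB1 over Ctrl, with the Ctrl peaks resized at random and 200 genes widened, over 8251 genes. Folds of 1.25, 1.5 and 2 (log2 0.32, 0.58 and 1.0) came back as medians of 0.35, 0.60 and 1.03 on the log2 scale. Of 400 lists of 25 unchanged genes, 4.75% lay outside the range of the random lists. These lists were drawn at random from the same unchanged genes as the random lists, so such a share was built in. The simulated lists had no shortest peak length, score threshold or difference in depth. They therefore checked the steps and not the list percentiles on these data. The alternatives were a score of at least 44, which is 2 times the lowest score in any list, breadth limits from the merged lengths here (1828 and 2075 bp), joining of peaks closer than 1 kb, regions covered in all 3 libraries, overlap of at least 50% of a peak, regions merged within 1 kb, promoters within 1 kb or 5 kb of a TSS, and the widest single peak of a gene. Analyses used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9, with random seed 20240.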

Results

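H3K4me3 ChIP-seq peaks of MLg cells were compared between cells without TGFB1 (Ctrl), cells treated with TGFB1, a cytokine that activates fibroblasts, and cells treated with TGFB1 after antagomiR-mediated loss-of-function of the microRNA miR-9 (TGFB1+miR-9-LOF). Each group had 1 library, so no difference below has a replicate check. The lists held 8727 peaks in Ctrl, 9116 in TGFB1 and 4959 in TGFB1+miR-9-LOF. Merged within each library, these peaks covered 15.0 Mb, 16.2 Mb and 6.87 Mb. With the stricter score threshold, TGFB1+miR-9-LOF held 2896 peaks over 4.18 Mb, against 7920 peaks in Ctrl and 8515 in TGFB1. The read depth behind the lists was unknown here. The 3 lists together formed 9316 regions, of which 8848 were promoter regions.

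Most H3K4me3 peaks lay at promoters, and TGFB1+miR-9-LOF had the fewest and shortest peaks. Promoter peaks made up 95.6% of the peaks in Ctrl (95% Wilson interval 95.2 to 96.0), 95.1% in TGFB1 (94.6 to 95.5) and 97.2% in TGFB1+miR-9-LOF (96.7 to 97.6). The median peak length was 1694 bp in Ctrl, 1747 bp in TGFB1 and 1343 bp in TGFB1+miR-9-LOF. Broad domains, which mark genes of cell identity and high transcription, made up 1.58% of the peaks in Ctrl (1.34 to 1.87), 2.07% in TGFB1 (1.80 to 2.39) and 0.101% in TGFB1+miR-9-LOF (0.0431 to 0.236). Medium peaks made up 17.4% (16.6 to 18.2), 21.1% (20.3 to 21.99) and 3.23% (2.77 to 3.76), and narrow peaks the remaining 81.0%, 76.8% and 96.7%. In numbers, broad peaks were 138 in Ctrl, 189 in TGFB1 and 5 in TGFB1+miR-9-LOF. At promoters the broad share was 1.57%, 2.08% and 0.0623%. Gene body and intergenic peaks were too few to separate the broad shares, with 149 gene body peaks in Ctrl, 177 in TGFB1 and 52 in TGFB1+miR-9-LOF. Broad shares depend strongly on the length limits. With limits taken from the merged regions here, broad peaks made up 14.9%, 18.5% and 2.10% in the same order of libraries.

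**Figure D1:**
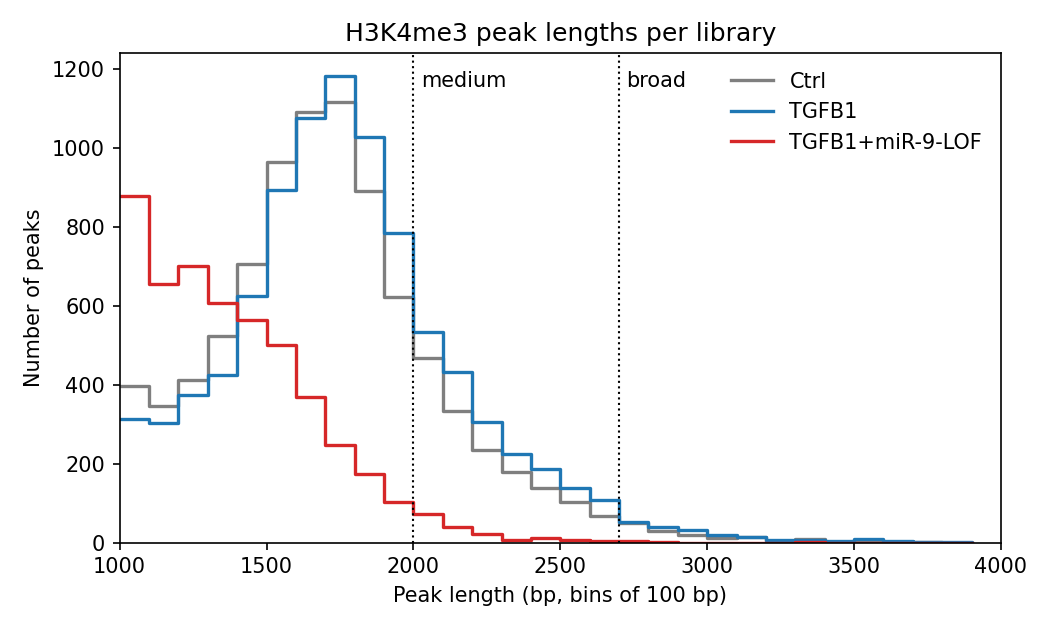
Number of H3K4me3 peaks (y axis) by peak length in bp (x axis, bins of 100 bp) for the 3 libraries, 1 line per library, with dotted lines at the lower limits of medium (2000 bp) and broad (2700 bp) peaks. The TGFB1+miR-9-LOF lengths crowd towards the shortest callable length of 1000 bp, and the TGFB1 line lies slightly to the right of the Ctrl line (medians 1747 and 1694 bp).

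The first comparison asked how 4 h of TGFB1 changed promoter H3K4me3. Promoter regions were slightly longer with TGFB1, and a few genes had far more covered length, several of them through a second promoter region. Among 8171 promoter regions covered in both libraries, the median log2 ratio of covered length was 0.062 (0.057 to 0.066; interquartile range over regions -0.05 to 0.18), with 5256 regions longer and 2898 shorter. A further 498 promoter regions were gained and 177 were lost. With the stricter score threshold, 782 were gained. Of the Ctrl peaks, 97.6% (97.3 to 97.9) were shared with TGFB1, and of the TGFB1 peaks, 93.5% (93.0 to 94.0) were shared with Ctrl.

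The largest increase was at Sgk1, a serum- and glucocorticoid-regulated kinase (chromosome 10, 21994773 to 21998276, mm10), where covered length was 1142 bp in Ctrl and 3504 bp in TGFB1. It was followed by Pcgf5, a Polycomb group component (1592 and 3765 bp), and by the promoter that Wrap53 shares with the tumour suppressor Trp53 (chromosome 11, 69577970 to 69581889; 1741 and 3817 bp). Crem, a cAMP-responsive transcription factor (1421 and 3209 bp), Fbxw7, a ubiquitin ligase subunit (1782 and 3535 bp), Chn1 (1733 and 3449 bp), Limk2, a kinase that acts on cofilin (1493 and 3181 bp), and Mecom (2536 and 4191 bp) came next. Pcgf5, Crem, Fbxw7, Chn1 and Limk2 had 1 covered promoter region in Ctrl and 2 in TGFB1, and Mecom had 2 in both. The gained promoter regions with the largest covered length in TGFB1 were those of Zfp521 (2601 bp), the homeobox gene Meis1 (2291 bp), the transcription factor gene Gata2 (2208 bp), Cox20 (2148 bp) and the microRNA gene Mir7655 (1964 bp). The largest decreases were at Pml (2570 bp in Ctrl and 1069 bp in TGFB1), Mier1 (3008 and 1516 bp, over 2 regions and 1), Naa50 (2606 and 1117 bp), Bbip1 (2650 and 1278 bp) and Dusp4, a MAP kinase phosphatase (2961 and 1707 bp). Lemd3, which encodes an inner nuclear membrane protein that binds SMADs, had 2433 bp in Ctrl and no called peak in TGFB1. Crebzf (2341 bp), Anp32b (1726 bp) and Ssbp2 (1622 bp) were among the other lost promoter regions with the largest covered length.

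Genes of the TGFB and BMP pathway stood apart from matched random lists. Of 20 members covered in both libraries, 16 were longer and 4 shorter with TGFB1, and the median log2 ratio of 0.17 (0.02 to 0.24) lay at the percentile 98.2. The random lists were matched on covered length and not on peak score. TGFB1 peaks of this list were weak, with a median score of 73 against 89 over all TGFB1 peaks. Whether weak peaks alone would give this percentile was not tested. Smad2, a signal transducer of TGFB receptors, was gained (1446 bp), the type I receptor genes Acvr1b (1118 and 1538 bp) and Bmpr1a (1740 and 2216 bp) had longer regions, and Acvr2a had a shorter one (2520 and 2035 bp). Genes induced by TGFB1 in fibroblasts had 17 longer and 13 shorter members, 1 gained (Lox, 1209 bp) and 1 lost (Smurf1, 1111 bp in Ctrl). Their median of 0.12 lay at the percentile 94.7, within the random range, and at 76.7 with genes assigned by annotated TSS. Among them Pmepa1 had 2024 bp in Ctrl and 2759 bp in TGFB1, and Ltbp1 had 4402 and 3703 bp. Extracellular matrix and myofibroblast genes were longer at 20 of 26 promoters (median 0.09, percentile 80.4), with Col1a1 at 1775 and 2665 bp, Myl9 at 1076 and 1789 bp and Actn1 at 1969 and 2389 bp, whereas Acta2, which encodes smooth muscle actin, had 2069 and 1655 bp. Immediate early genes were longer at 18 of 27 promoters (median 0.11, percentile 92.7), and Atf3 was gained (1465 bp). Fosb had 1414 and 2014 bp, whereas Dusp4 (2961 and 1707 bp) and Dusp1 (2384 and 1795 bp) were shorter. MicroRNA processing genes stood apart in the other direction, with 6 longer and 8 shorter of 14 (median -0.05, percentile 1.97), including Dgcr8 (2006 and 1677 bp) and Dicer1 (1652 and 1446 bp). That call was lost with the stricter score threshold (percentile 5.30) and with the widest single peak (5.41).

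The other lists lay within the random range. Fibroblast identity genes had 11 longer and 9 shorter members (median 0.09, percentile 77.5), and Tcf4 was gained (1444 bp). With genes assigned by annotated TSS, 0 members of this list were gained. Zeb2 had 1894 bp in Ctrl and 3324 bp in TGFB1, where a second region was covered, and Runx2 had 2566 and 3473 bp. The percentile of this list depended on the setting, from 20.8 with the widest single peak and 47.3 with the stricter score threshold to 98.3 with genes assigned by annotated TSS. Chromatin looping genes were longer at 15 of 18 promoters (median 0.10, percentile 80.5), among them the cohesin loader gene Nipbl (2263 and 3800 bp). Ldb1 was gained (2863 bp over 2 regions), Yy1 was lost (1083 bp in Ctrl), and Med14 had 2097 and 1183 bp. With genes assigned by annotated TSS, 1 member of the chromatin looping list was gained and 0 were lost. HOX genes had 4 longer, 2 shorter and 4 gained members (median 0.08, percentile 52.7), the gained ones being Hoxc4, Hoxb4, Hoxb7 and Hoxa3. Ribosomal protein genes were longer at 36 of 44 promoters (median 0.08, percentile 84.6) and housekeeping genes at 18 of 26 (0.07, percentile 62.7). Tumour suppressors were longer at 15 of 23 promoters (0.05, percentile 42.8), G-quadruplex helicases at 11 of 19 (0.06, percentile 46.0), stress and p53 genes at 14 of 19 (0.05, percentile 44.1), interferon response genes at 6 of 7 (0.08, percentile 54.8; Ifit2 gained and Bst2 lost), cell cycle genes at 18 of 29 (0.01, percentile 12.2) and H3K4 methylation genes at 12 of 20 (0.02, percentile 16.8). Of 18 lists with a value, 2 stood apart, and 0.9 would do so by chance. No promoter peak carried the name of a marker of lung epithelium, endothelium or neurons or of a miR-9 host locus in any of the 3 lists, and of the immune markers only Cd14 did (1472 and 1200 bp, percentile 10.3). With genes assigned by annotated TSS, 1 miR-9 host locus had a peak in Ctrl and TGFB1 (log2 ratio -0.03) and none in TGFB1+miR-9-LOF.

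The second comparison asked what miR-9-LOF changed in cells treated with TGFB1. Promoter H3K4me3 regions were shorter or missing throughout the genome in the TGFB1+miR-9-LOF library. Of 4817 promoter regions covered in both libraries, 4744 were shorter and 71 longer, with a median log2 ratio of -0.48 (-0.49 to -0.47; interquartile range over regions -0.66 to -0.31). A further 3852 promoter regions had a peak in TGFB1 and none in TGFB1+miR-9-LOF, and 8 had the reverse. Of the TGFB1 peaks, 54.3% (53.3 to 55.3) were shared with TGFB1+miR-9-LOF, whereas 99.8% (99.6 to 99.9) of the TGFB1+miR-9-LOF peaks were shared with TGFB1. With the stricter score threshold, 34.0% of the TGFB1 peaks were shared. Against Ctrl, the TGFB1+miR-9-LOF library showed a median log2 ratio of -0.42 over 4802 promoter regions.

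Breadth in Ctrl, which enters neither library of this contrast, went with different values. Regions with a broad peak in Ctrl had a median log2 ratio of -0.70 (-0.79 to -0.57) where both libraries had a peak, against -0.49 (-0.52 to -0.46) for medium and -0.48 (-0.49 to -0.47) for narrow ones. Regions close to 1000 bp could not shorten further without being lost. A peak remained in TGFB1+miR-9-LOF at 71.7% (63.7 to 78.6) of the regions that were broad in Ctrl and covered in TGFB1, at 84.9% (83.0 to 86.6) of the medium and at 51.6% (50.4 to 52.7) of the narrow ones. The kept share of TGFB1 peaks rose with their score, from 11.5% at scores of 23 to 59 to 93.2% at 125 to 669. The breadth classes were not compared at like score, so these shares do not isolate breadth. Of the promoter regions gained with TGFB1, 477 of 498 had no peak in TGFB1+miR-9-LOF. Their scores in TGFB1 were low, and promoter regions of like score that were also covered in Ctrl would give 417.6. Both contrasts share the TGFB1 list, so part of the excess may come from that list. The regions of like score were also called in Ctrl, whereas the gained ones were by definition not. An excess could arise from this choice alone, so no conclusion is drawn from it. Regions that were longer with TGFB1 had no peak there in 40.8% of cases (39.5 to 42.2) and those not longer in 42.1% (40.3 to 43.9).

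The largest decreases among genes covered in both libraries came mostly from genes with several promoter regions, of which 1 was left in TGFB1+miR-9-LOF. They were at Plec, which encodes the cytoskeletal linker plectin (4951 bp in TGFB1 and 1232 bp in TGFB1+miR-9-LOF, 3 regions in TGFB1), Kansl1 (4192 and 1143 bp), Rbms1 (4062 and 1258 bp), Elmsan1 (3877 and 1086 bp), the retinoic acid receptor gene Rara (4157 and 1422 bp), the nuclear receptor gene Nr4a2 (3647 and 1080 bp), Ppp1r18 (3553 and 1011 bp) and the splicing regulator Rbfox2 (4173 and 1657 bp). Ppp1r18 had 1 region, and Kansl1, Rbms1, Elmsan1, Rara, Nr4a2 and Rbfox2 had 2 in TGFB1. The lost promoter regions with the largest covered length in TGFB1 were those of Taf11, a subunit of the general transcription factor TFIID (3628 bp), Srgap2 (3561 bp), Rbpj, the transcription factor of Notch signalling (3430 bp), the mitochondrial chaperonin gene Hspd1 (3417 bp) and Tsen54 (3234 bp). The larger increases were small, among them those at Zfp110 (1102 and 1483 bp), Mapre2 (1203 and 1490 bp) and Tstd2 (2220 and 2485 bp). Lemd3 and Crebzf, which had no called peak in TGFB1, had 1737 and 1207 bp in TGFB1+miR-9-LOF.

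Each gene list with members covered in both libraries had a negative median. Medians and percentiles use only members with a peak in both libraries, so lost members do not enter them. Of all single promoter regions with a peak in TGFB1, 44.4% had none in TGFB1+miR-9-LOF. TGFB pathway genes had 6 shorter and 15 lost members of 21 (median -0.71 over those 6, percentile 5.92). Among the lost were Bmpr1a (2216 bp in TGFB1), Fst (2072 bp), Smad6 (2036 bp) and Acvr2a (2035 bp). The TGFB1 peaks of this list had a median score of 73, against 89 over all TGFB1 peaks. The TGFB1 response list had 18 shorter and 13 lost members (median -0.54, percentile 21.8), with no peak left at Pmepa1 (2759 bp in TGFB1), Ski (2433 bp) and Tgif1 (2179 bp), and with Ltbp1 at 3703 and 1479 bp. Extracellular matrix and myofibroblast genes had 20 shorter and 6 lost members (median -0.60, percentile 4.72), the lost ones including Vcan (2988 bp) and Tpm2 (2012 bp). Fibroblast identity genes had 8 shorter, 1 longer and 12 lost members (median -0.72, percentile 5.63), with Pdgfra (3458 bp) and Zeb2 (3324 bp) lost. Of the lists, tumour suppressors alone stood apart at the main setting, with 13 shorter and 10 lost members and a median of -0.69 (-0.92 to -0.37) at the percentile 2.41, and Ext1 (2920 bp), Atm (2846 bp) and Nf1 (2143 bp) lost. Fbxw7 had 3535 and 1334 bp. That call was lost with the stricter score threshold (percentile 20.6) and with the widest single peak (3.53). With the widest peak, fibroblast identity (1.59) and TGFB pathway genes (2.39) stood apart instead. With genes assigned by annotated TSS, chosen after the data were seen, tumour suppressors lay at the percentile 0.34. By chance, 0.85 of 17 lists would stand apart.

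The remaining lists lay within the random range. Immediate early genes had 18 shorter and 10 lost members (median -0.49, percentile 50.3), cell cycle genes 22 and 7 (-0.48, percentile 49.5), chromatin looping genes 14 and 5 (-0.52, percentile 27.3), H3K4 methylation genes 15 and 5 (-0.51, percentile 32.2) and G-quadruplex helicases 13 and 7 (-0.50, percentile 52.97). Ribosomal protein genes had 39 shorter and 5 lost members (-0.46, percentile 51.9), housekeeping genes 21 and 6 (-0.54, percentile 23.2), stress and p53 genes 15 and 4 (-0.35, percentile 93.1), microRNA processing genes 9 and 5 (-0.49, percentile 43.6), interferon response genes 4 and 4 (-0.51, percentile 58.4) and HOX genes 2 and 8 (-0.62, percentile 27.9). The HOX value rests on 2 members, and with genes assigned by annotated TSS it was -0.29 over 3 members (percentile 90.5). The peak at Cd14 was lost.

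**Figure D2:**
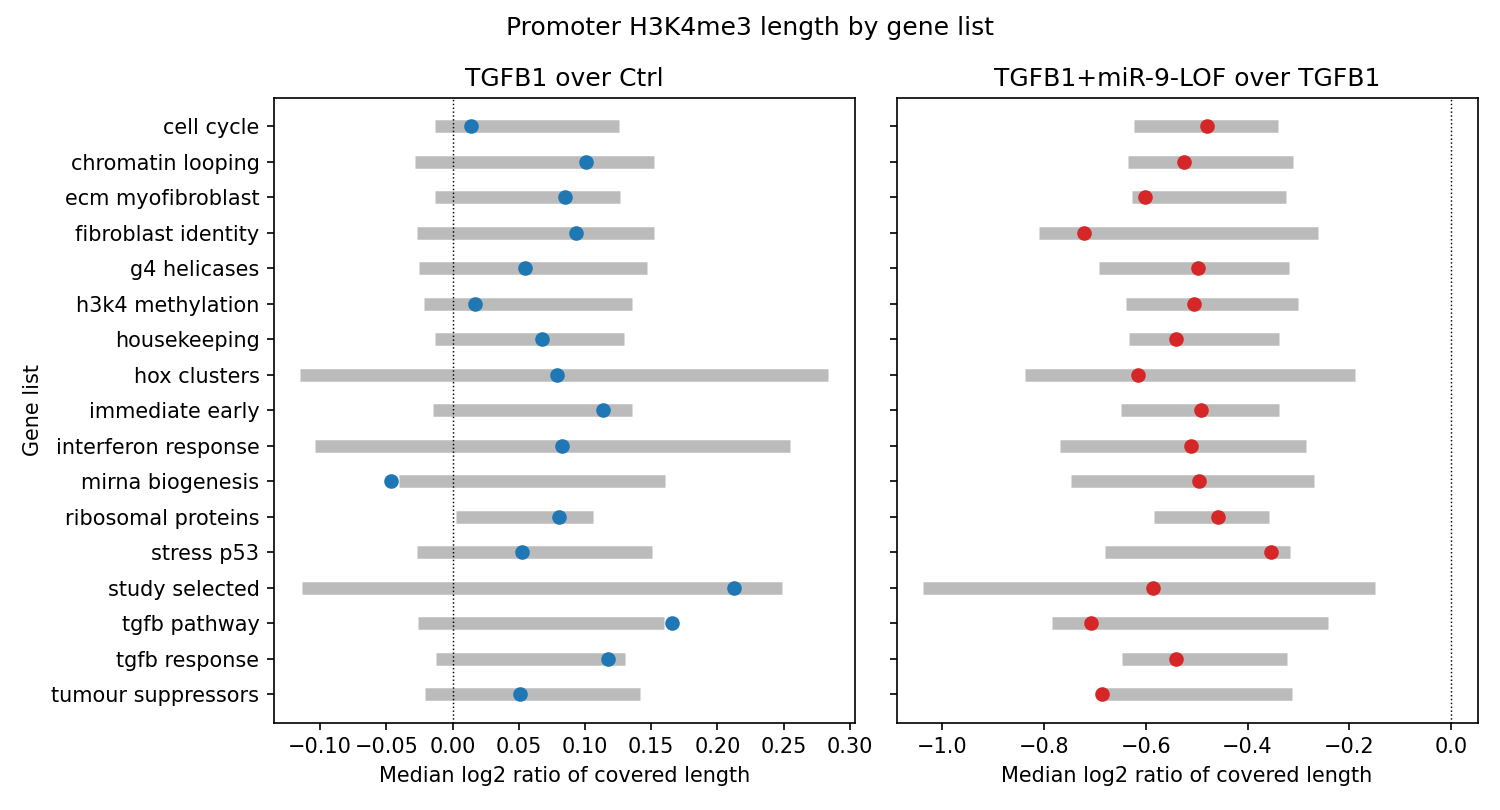
Median log2 ratio of covered promoter length (x axis) for each gene list (y axis), as points, for TGFB1 over Ctrl (left) and TGFB1+miR-9-LOF over TGFB1 (right); grey bars span the central 95% of 10000 matched random lists, and lists with at least 2 members covered in both Ctrl and TGFB1 are drawn. TGFB pathway genes (0.17) lie above their bar and microRNA processing genes (-0.05) below it on the left, and on the right the points lie from -0.72 to -0.35, with tumour suppressors at the lower edge of their bar.

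The genes chosen by the study as miR-9 targets had more covered length with TGFB1 and less with miR-9-LOF. These genes were selected by the study, so their direction is not independent evidence. Longer peaks did not all have higher scores. The score of the widest peak was lower in TGFB1 than in Ctrl at Zdhhc5 (92 in Ctrl and 80 in TGFB1), Ncl (106 and 105) and Ep300 (154 and 135). It was higher at Hdac7 (63 and 97) and Lzts2 (71 and 76). The median score over all peaks was 79 in Ctrl and 89 in TGFB1, and scores are not scaled between libraries. At Zdhhc5, a palmitoyltransferase gene (chromosome 2, peak at 84713744 to 84716349 in TGFB1, 5' UTR), covered length was 1911 bp in Ctrl, 2606 bp in TGFB1 and 1905 bp in TGFB1+miR-9-LOF. At Ncl, which encodes nucleolin (chromosome 1, 86357800 to 86360892, promoter), it was 2669, 3093 and 2060 bp. At Ep300, an acetyltransferase gene (chromosome 15, 81585396 to 81587838, 5' UTR), it was 2143, 2443 and 1300 bp. Hdac7, a deacetylase gene (chromosome 15, 97830066 to 97831855, intron), had 1741 bp in Ctrl, 1790 bp in TGFB1 and no called peak in TGFB1+miR-9-LOF. Lzts2 (chromosome 19, 45015172 to 45019020) had 1270 bp in Ctrl, 2497 bp over 2 peaks in TGFB1 and no called peak with miR-9-LOF, and its widest single peak in TGFB1 was 1399 bp. No peak was called in any of the 3 lists at Prap1 (chromosome 7, 140093395 to 140097200), the study's negative control.

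Among genes with a single covered region, set against all promoter regions, the TGFB1 over Ctrl ratio lay at the percentile 95.3 for Zdhhc5, 79.5 for Ncl, 76.2 for Ep300 and 45.1 for Hdac7. The TGFB1+miR-9-LOF over TGFB1 ratio lay at the percentile 54.5 for Zdhhc5, 34.4 for Ncl and 6.06 for Ep300. As a list, the 5 genes found by their deposited names had a median of 0.21 with TGFB1 (percentile 94.8), and the 3 covered in both libraries had a median of -0.59 with miR-9-LOF (percentile 28.4), both within the random range.

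**Figure D3:**
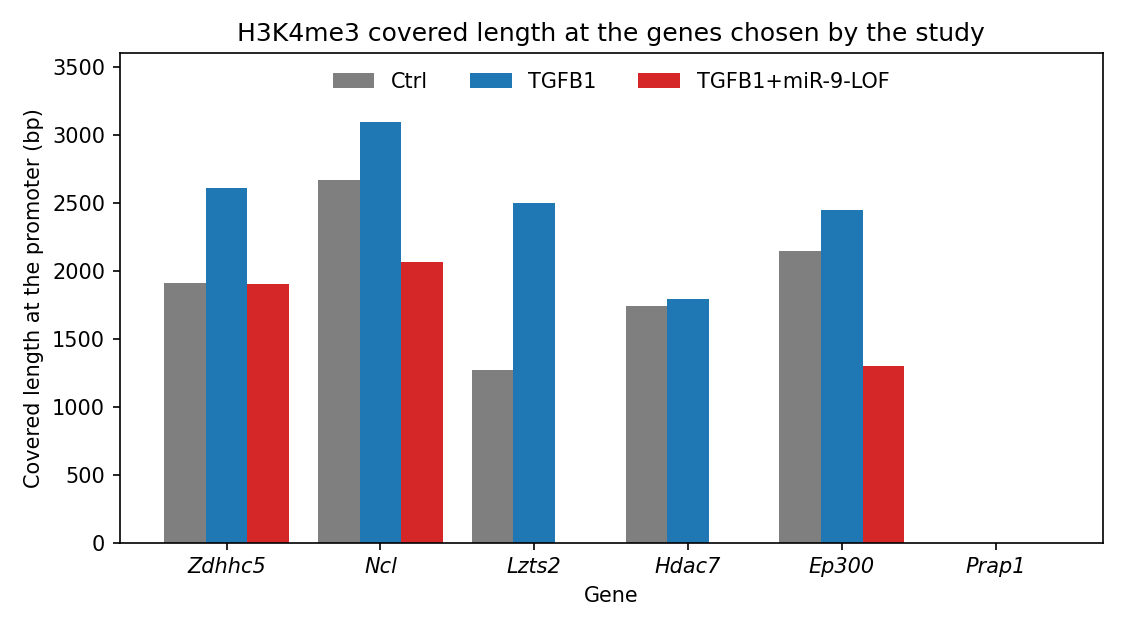
Covered H3K4me3 length in bp (y axis, from 0) at the promoters of the genes chosen by the study (x axis), with 1 bar per library and no error bars because each group had 1 library. The TGFB1 bar is the tallest at each gene with a peak, Lzts2 and Hdac7 have no TGFB1+miR-9-LOF bar, and Prap1 has no bar.

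The share of TGFB1 peaks that were also called in TGFB1+miR-9-LOF differed between chromosomes. It was lowest on chromosome X, at 15.1% (11.2 to 20.1) of 251 peaks, followed by chromosome 16 with 67 of 268 peaks (interval 20.2% to 30.5%), chromosome 12 at 30.9% (25.7 to 36.5) of 282 and chromosome 4 at 37.9% (34.0 to 42.1) of 551. It was highest on chromosome 19, at 70.0% (64.9 to 74.7) of 327 peaks, chromosome 10 at 67.9% (63.5 to 72.0) of 458 and chromosome 11 at 67.4% (64.0 to 70.6) of 773. The same chromosomes differed in the median score of their TGFB1 peaks, which was 57 on chromosome X and 65 on chromosome 16 against 106 on chromosome 19 and 108 on chromosome 11.

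**Figure D4:**
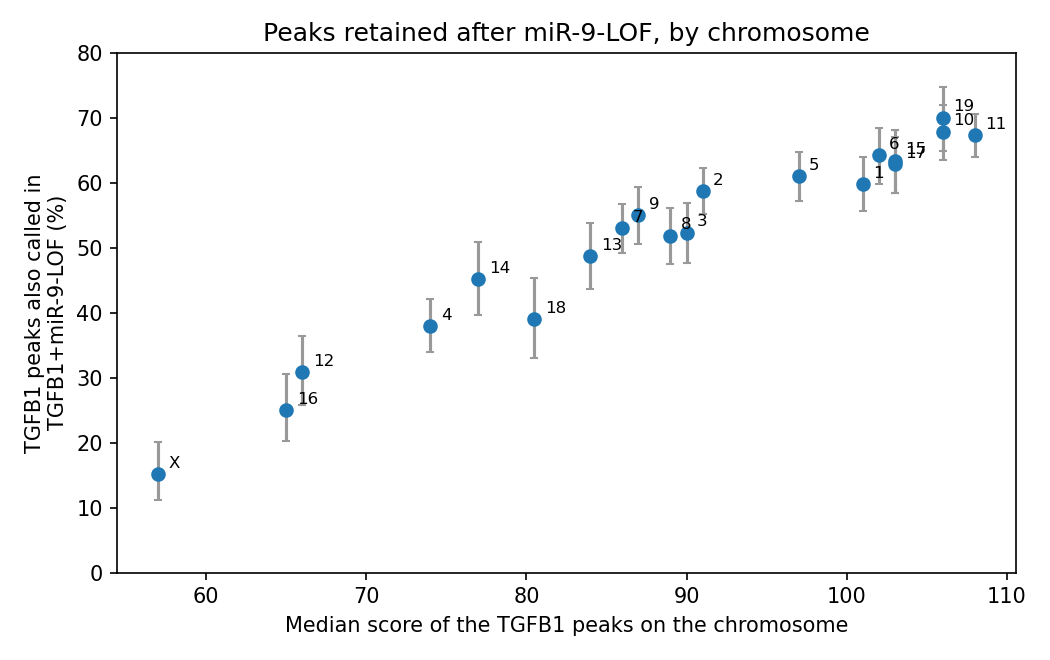
Percent of TGFB1 peaks also called in TGFB1+miR-9-LOF (y axis, with 95% Wilson intervals) against the median deposited score of the TGFB1 peaks (x axis, arbitrary units) for each chromosome, labelled by its name. Chromosome X (15.1%, score 57) lies lowest and chromosomes 10, 11 and 19 (67.4% to 70.0%, scores 106 to 108) highest.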

Values the study reported

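The study took broad H3K4me3 domains as 2.7 kb or longer and narrow ones as shorter than 2 kb. From CUT&Tag, another assay, it reported that broad domains in MLg cells decreased from 27.6% in Ctrl to 22.1% after miR-9-LOF, without TGFB1. For the conditions compared here, it reported that H3K4me3 signal rose with TGFB1 at promoters of TGFB1-responsive genes, depending on miR-9. It did not see these effects at promoters of genes that did not respond. It also reported broader H3K4me3 peaks with TGFB1, again depending on miR-9.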

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

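The direction of both promoter contrasts did not depend on the settings tried. Over 5 alternatives the median log2 ratio lay between 0.055 and 0.063 for TGFB1 over Ctrl and between -0.48 and -0.44 for TGFB1+miR-9-LOF over TGFB1, the values farthest from the reported ones being 0.055 in regions covered in all 3 libraries and -0.44 with the stricter score threshold. That threshold left 2896 peaks and 4.18 Mb in TGFB1+miR-9-LOF. It gave medium shares of 18.7% in Ctrl and 22.3% in TGFB1. Under it 96.4% of Ctrl peaks were shared with TGFB1, 89.7% of TGFB1 peaks with Ctrl and 34.0% of TGFB1 peaks with TGFB1+miR-9-LOF, and 782 promoter regions were gained with TGFB1. With at least 50% of the peak covered, 52.2% of TGFB1 peaks were shared with TGFB1+miR-9-LOF. With breadth limits from the merged lengths here, the broad share was 14.9% in Ctrl, 18.5% in TGFB1 and 2.10% in TGFB1+miR-9-LOF, where the medium share was 5.57%. Within regions covered in all 3 libraries, the broad share was 2.01% in Ctrl and 2.94% in TGFB1, and the medium share 26.2% and 31.9%. Of 140 list percentiles recomputed, 133 stayed on their side of the random range. MicroRNA processing genes in TGFB1 over Ctrl moved inside it with the stricter threshold (percentile 5.30) and the widest single peak (5.41), and tumour suppressors in TGFB1+miR-9-LOF over TGFB1 likewise (20.6 and 3.53). Moving outside it were fibroblast identity genes in TGFB1 over Ctrl by annotated TSS (98.3, chosen after the data were seen), and fibroblast identity (1.59) and TGFB pathway genes (2.39) in TGFB1+miR-9-LOF over TGFB1 with the widest single peak. The number of lists standing apart was then 1 for TGFB1 over Ctrl with the stricter threshold and 1 with the widest peak, and 0 and 2 for TGFB1+miR-9-LOF over TGFB1. The cause of these moves was not tested. The unknown depth limits each comparison of peak number and length.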

Other observations

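The shares of list members kept, the number of gained promoter regions expected at like score and the tests of GC content alone and of a genome-wide loss were chosen after results had been seen. Among genes named at a TGFB1 promoter peak, ribosomal protein genes kept a peak in TGFB1+miR-9-LOF at 38 of 42 promoters (90.5%, 95% Wilson interval 77.9 to 96.2), above the 61.9% to 85.7% spanned by random lists matched on the score of the TGFB1 peak (percentile 99.8). Housekeeping genes kept 21 of 27 (77.8%, percentile 98.4). All lists with such genes were placed in this way, so some could lie outside the range by chance. Extracellular matrix and myofibroblast genes kept 19 of 25 (76.0%, percentile 96.3) and fibroblast identity genes 9 of 19 (47.4%, percentile 79.8). TGFB pathway genes kept 6 of 21 (28.6%, percentile 9.33) and HOX genes 2 of 10 (20.0%, percentile 13.1). These lists lay within the random range.

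The share of broad peaks in Ctrl here was 1.58% with the length limits of the study and 14.9% with limits set on the merged lengths here. Both are lower than the value quoted from the study above, which came from another assay. The study set its broad limit at the upper quartile of its own merged peak lengths. The limits set here were the median and upper quartile of the merged regions. Limits of this kind largely fix the broad share in advance, so no conclusion is drawn from the difference.

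Peaks were fewer and shorter throughout the TGFB1+miR-9-LOF library. Ribosomal protein and housekeeping promoters were shorter as well, with a median log2 ratio of -0.49 (-0.58 to -0.37, 60 genes with a peak in both libraries, each of them shorter). Lower read depth or ChIP enrichment of that library would give such lengths, and a genome-wide loss of H3K4me3 predicts the same value. From these lists the explanations cannot be told apart without read counts, an input or a spike-in. By immunostaining and by ChIP-qPCR at selected loci, the study reported a rise of H3K4me3 with TGFB1 that was smaller with miR-9-LOF. Those assays were not analysed here. No peak was left in any promoter region of 5 of 44 ribosomal protein and 6 of 27 housekeeping genes, against 44.4% of single promoter regions. These units differ, and the TGFB1 peaks of these lists were stronger (median scores 108 and 100, against 89 over all TGFB1 peaks). Both lists also kept peaks more often than lists of like score (above). That comparison counted genes named at a TGFB1 promoter peak and was chosen after results were seen, so the question remains open. The TGFB1 response list lay at the percentile 21.8 of matched random lists, which did not set these promoters apart, although with 18 members the interval of its median (-0.89 to -0.45) extends beyond the random range.

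The share of TGFB1 peaks kept in TGFB1+miR-9-LOF ranged from 15.1% on chromosome X to 70.0% on chromosome 19, with an SD over 20 chromosomes of 15.2 percentage points. Taking off the share expected from the GC content of each peak alone left 0.99 of that SD (bootstrap interval 0.98 to 1.00), which argues against GC content. A test set beforehand that combined GC content with peak score left 0.29, but the score alone left 0.25 (0.23 to 0.32), so the combined test could not speak for GC content. Peak strength in TGFB1 may therefore account for most of the difference between chromosomes. Why peaks were weaker on chromosomes X, 16, 12 and 4, in Ctrl too (median scores 53, 60, 62 and 66 against 95 on chromosome 19), is open, and the copy number of chromosomes in this line was not analysed here.

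Promoter regions were slightly longer in TGFB1 than in Ctrl. Ribosomal protein and housekeeping promoters were also longer, with a median log2 ratio of 0.080 (0.053 to 0.134) and 54 of 70 genes longer. A somewhat higher read depth or ChIP enrichment of the TGFB1 library would give this. A genome-wide rise of H3K4me3 predicts the same value, so the lists cannot separate these explanations. By immunostaining, the study reported more H3K4me3 after TGFB1. It did not report a significant effect of TGFB1 on H3K4me3 at loci where it had detected G-quadruplexes, nor a rise at promoters of genes that did not respond. The TGFB1 response list lay at the percentile 94.7, and at 76.7 with genes assigned by annotated TSS. The interval of its median (-0.04 to 0.26) leaves open here whether these promoters widened beyond the others. The study reported such a difference by signal level (above). The TGFB pathway list stood apart, but no test separated treatment from library for it.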
